A study of Mus musculus with 18 samples. Its data were reported in "Inducible cell-specific mouse models for paired epigenetic and transcriptomic studies of microglia and astroglia" (2020).

How the data were processed

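Translating ribosome affinity purification (TRAP) was combined with RNAseq of brain tissue from Cx3cr1-cre/ERT2; NuTRAP mice. In these mice tamoxifen switches on an EGFP-tagged ribosomal protein in cells that express Cx3cr1, which in the brain are mainly microglia. Brain tissue was homogenised, a part of the lysate was kept as input, and ribosomes with the tag were pulled down with an anti-GFP antibody to give the positive fraction. Mice had received a single intraperitoneal injection of 5 mg/kg lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria, or phosphate-buffered saline (PBS), and tissue was collected 24 h later. The labels list 18 libraries from 9 animals, 6 female and 3 male, with 1 input and 1 positive library each, in 4 groups: Input PBS, Input LPS, Positive PBS and Positive LPS. Libraries are named here by group and animal number.

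The authors trimmed the reads, aligned them by strand to the Mm10 mouse genome in Strand NGS, kept reads that aligned normally, and deposited estimated counts per RefSeq gene model. Of the nonzero deposited counts, 81.8% were not whole numbers, so the values are estimated counts that hold fractions of reads. They were rounded to whole numbers for count models. The authors also deposited log2 values. On inspection, these log2 values equalled log2 of the estimated count divided by a size factor over all 18 libraries, minus the median of the 4 Input PBS libraries. The size factors behind the deposited log2 values rest on 575 genes, those with a count in each of the 18 libraries, because the input library of animal 271 held only 1250 counts. All columns of the file were assigned to a sample.

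The input library of animal 271 was left out of all comparisons, which is a deviation from the plan of using all libraries. The decision was made after its total was seen, and before any comparison was fitted. Results with all 18 libraries and with the deposited log2 values were added as alternatives after seeing the data. The remaining 17 libraries (Input PBS, n = 4; Input LPS, n = 4; Positive PBS, n = 4; Positive LPS, n = 5) held from 22968939 to 35123345 counts. At these totals a gene with 3 counts takes a share of between 8.54e-06% and 1.31e-05% of a library, and 3 counts were taken as the limit of detection. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules.

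The file lists 36172 genes, of which 21427 had a count in at least 1 of the 17 libraries. Size factors were the medians of ratios to the geometric mean, over 15766 genes, and ranged from 0.766 to 1.32. Genes with over 20 normalised counts in each library of at least 1 group were kept (14803 genes), which follows the filter in the study's methods. Counts were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, quasi-likelihood) in R 4.3.3, with 1 mean per group and 13 residual degrees of freedom. The contrasts tested numbered 5, namely the LPS effect in the positive fraction, the LPS effect in input, positive against input in PBS and in LPS animals, and the difference of the LPS effect between fractions (interaction). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.25. The study's methods used analysis of variance by fraction and treatment with the same threshold and fold change, and the quasi-likelihood model takes its place because the deposited values are counts. Adjusted p-values of single genes are edgeR's throughout, unless another tool is named. Fold changes are edgeR's fitted log2 values, printed with their standard error (SE).

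Gene lists were fixed before the data were examined, as were the comparisons, the alternatives other than those named as added, and the rule for genes named. The microglia, astrocyte, oligodendrocyte and neuron lists (239, 138, 194 and 99 genes) were tabulated by the study from a new analysis of published data on purified and single cells, with genes on several lists removed. They were not chosen on the libraries used here. The homeostatic microglia, interferon-stimulated, NF-kB and TLR target, neutrophil, monocyte and macrophage, endothelial, ribosomal protein and reactive astrocyte lists were written from general knowledge. Small panels held marker genes and LPS response genes that the study named. Some of these were named from RNAseq of the same libraries, so counts adjusted over the list alone are not independent evidence. An erythrocyte list had 4 tested genes, under the minimum of 5, and was not tested. Lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1. Named genes are the panels, and for both LPS effects and their difference the 5 most raised and 5 most lowered called genes with a mean of at least 100 normalised counts and, for LPS effects, no overlap between groups. A gene that met this rule is not reported here.

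The alternatives were DESeq2 1.42.0, limma with a mean-variance trend, TMM scaling, no filter, a filter of over 100 normalised counts, sex as a covariate, the animal as a replicate block, only the libraries compared, leaving out the 2 animals numbered in the 500s, other fold change thresholds and leaving out each library in turn. For enrichment and the difference between fractions, the replicate block was a term per animal in edgeR. For LPS effects it was a correlation between libraries of 1 animal in limma, so tool and block changed together. Same-numbered libraries come from 1 animal according to the labels, so the numbers pair the input and positive libraries. The correlation of their deviations from the group means was between 0.160 and 0.519 over the 8 pairs, and between -0.408 and 0.217 for libraries of different animals. Deposition of a library more than once was checked over 28 pairs of libraries within groups, and the lowest chi-square per degree of freedom was 5.45, so all pairs differed by more than sampling noise. The labels give no sequencing batch.

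The models were tested on simulated counts of 14525 genes, drawn from the means and library sizes of the real libraries, with 200 genes changed in the Positive LPS libraries. Each gene had the same mean in all groups apart from these changes, so fractions did not differ otherwise. Libraries were drawn independently, whereas the real libraries of an animal had a consensus correlation of 0.447. The outcome therefore does not cover data with many changed genes or with paired libraries. The quasi-likelihood model recovered 193 of the 200 for the LPS effect in the positive fraction and called 9 others. For the difference between fractions it recovered 157 and called 5 others, and it called 0 genes in the contrasts without change. Transcript lengths for tests of length bias are those of the longest transcript in GENCODE M21 (GRCm38). Figures were drawn with matplotlib 3.10.9.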

Results

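RNAseq was available for input and positive TRAP fractions of Cx3cr1-NuTRAP mouse brain 24 h after LPS or PBS. Total counts averaged 28617356 ± 1267879 in Input PBS (SD, n = 4), 32111399 ± 2801130 in Input LPS (n = 4), 26175538 ± 3713238 in Positive PBS (n = 4) and 28955593 ± 3200061 in Positive LPS (n = 5). Between 17767 and 18642 genes had a count in a library, and the 10 most abundant genes took between 2.33% and 3.42% of a library. The sex labels were checked first. In the 11 libraries of female animals Xist lay between 1147 and 33530 normalised counts, and the Y-linked genes summed to between 8.21 and 82.8. In the 6 libraries of male animals Xist lay between 82.6 and 174, and the Y-linked genes summed to between 3049 and 4647. No library went against its label.

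Principal component analysis asked whether fraction or treatment separated the libraries. The first component held 57.6% of the variance and separated the fractions, with scores from -73.6 to -40.9 in the input libraries and from 24.0 to 75.5 in the positive libraries. The second component held 20.6% and separated the treatments, with scores from 11.2 to 55.3 in PBS and from -39.2 to -13.3 in LPS libraries. The first component also shifted with treatment, from a mean of 28.4 ± 3.51 in Positive PBS (SD, n = 4) to 67.5 ± 7.64 in Positive LPS (n = 5). With all 18 libraries the first component held 92.7%, but the shallow input library of animal 271 took it, so the value does not describe fraction or treatment.

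**Figure D1:**
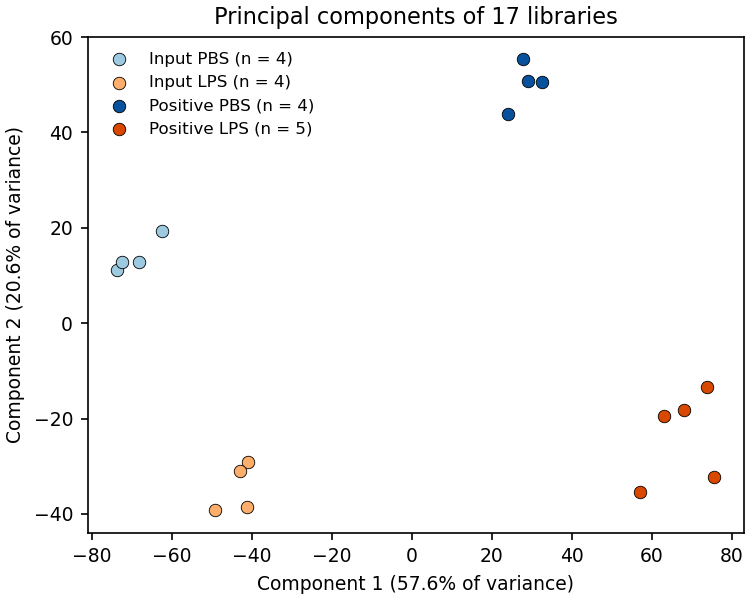
Scores of the 17 libraries on principal components 1 and 2 (log2 normalised counts, centred per gene), with 1 point per library coloured by group. Component 1 (57.6% of variance) separates positive from input libraries, and component 2 (20.6%) separates LPS from PBS libraries.

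The comparison of positive fraction with input addressed how far TRAP enriched microglial transcripts. In PBS animals 5905 of 14803 genes were called, 3057 higher and 2848 lower in the positive fraction. Of these, 503 were over 5-fold higher and 41 over 5-fold lower. In LPS animals 7908 genes were called, 4005 higher and 3903 lower, with 558 over 5-fold higher and 12 over 5-fold lower. Among the genes called in both, 2482 were higher and 2407 lower in both, and 27 had opposite directions. The scaling moved the balance in PBS animals, where 51.8% of calls were higher in the positive fraction, against 37.5% with all 18 libraries. With the deposited log2 values 2283 calls were higher and 3884 lower. In LPS animals the balance turned, to 3409 higher and 4495 lower with all 18 libraries and to 3364 and 4823 with the deposited log2 values.

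The microglia list had a median log2 enrichment of 3.33 in PBS and 3.14 in LPS animals, and 233 and 234 of its 238 tested genes were called. Per animal, the median was 3.35 ± 0.156 in PBS (SD, n = 4) and 3.18 ± 0.170 in LPS (n = 4). The oligodendrocyte list was depleted, with medians of -0.87 in PBS and -0.83 in LPS, and the astrocyte list by less, with medians of -0.35 and -0.47. The neuron list had a median of 0.04 in PBS animals, which camera did not separate from other genes (adjusted p 0.626 with camera and 0.0764 with fry), and -0.19 in LPS animals (adjusted p 0.0169 with camera and 0.0193 with fry). The median in PBS turned to -0.08 with the deposited scaling and to -0.02 without the Positive PBS library of animal 272, and without the Positive LPS library of animal 266 the LPS median was -0.14 and no longer past the threshold. Camera and fry each called 7 of the 8 tests of these lists, the same 7. The other lists and panels made 22 tests, of which camera called 15, fry 19 and both 15. The homeostatic microglia list had medians of 4.02 in PBS and 3.52 in LPS animals, the interferon-stimulated list of 1.01 and 0.59, the NF-kB and TLR target list of 0.95 and 2.15, and the monocyte and macrophage list of 1.39 and 1.38. The endothelial list had medians of 1.20 and 0.61 and the reactive astrocyte list of 0.42 and 0.31, and in LPS animals camera called neither of these (adjusted p 0.204 and 0.0757), whereas fry called both. With the replicate block camera called the endothelial list as well (0.60). The ribosomal protein list had a median of 0.11 in PBS animals, past neither threshold, and of 0.83 in LPS animals. The neutrophil list had medians of -1.37 and -0.72, and neither test called it, whereas fry did with the replicate block (-1.42 and -0.72).

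**Figure D2:**
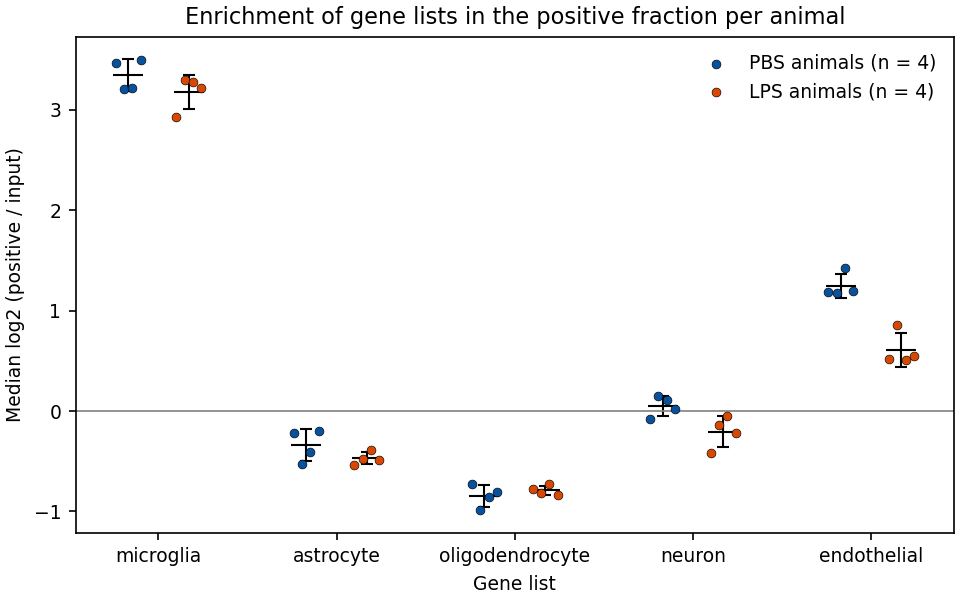
Median log2 ratio of positive fraction to input per animal for 5 gene lists, with 1 point per animal and black bars for the mean and SD (n = 4 PBS and 4 LPS animals). The microglia list lies near 3 in each animal, the oligodendrocyte list lies below 0 in each animal, and the endothelial list lies above 0 in each animal and lower in LPS.

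All 6 genes of the microglia panel were enriched in both treatments, before and after adjustment over the list alone. Cx3cr1 (chromosome 9, 120048683 to 120068296) rose from 802 ± 131 normalised counts in Input PBS (SD, n = 4) to 14814 ± 1125 in Positive PBS (n = 4), a log2 fold change of 4.20 (SE 0.23, adjusted p 4.64e-11). Aif1, C1qa and Itgam had log2 fold changes of 4.42, 4.35 and 4.09 in PBS animals, and Tlr4 and Gpr84 of 3.01 and 2.82. The oligodendrocyte genes Mog, Neu4 and Opalin were lower in the positive fraction of PBS animals, with log2 fold changes of -1.91, -1.82 and -2.95, and all 3 were called in LPS animals too. Of the 5 astrocyte genes, Aqp4 and Fabp7 were called lower in PBS animals and 4 were called lower in LPS animals. The call of Fabp7 in PBS (-0.86, adjusted p 0.0299) was lost without any 1 of the Input PBS libraries 268, 272 and 506 and the Positive PBS libraries 268, 272 and 273, with values from -0.86 to -0.70. The call of Gfap in LPS (-0.37, adjusted p 0.0222) was lost without Input LPS 266, 267 or 507 (-0.33, -0.30 and -0.35) or Positive LPS 270 (-0.27), without the animals numbered in the 500s (-0.34), with only the libraries compared (-0.36) and with all 18 libraries (-0.38). Aldh1l1 in LPS (-0.27) lay under the fold threshold and was called without Positive LPS 267 (-0.36), with all 18 libraries (-0.35) and with the deposited log2 values (-0.37). Kcnj10 in PBS was called with all 18 libraries (-0.38) and with the deposited values (-0.39). None of the 4 neuronal genes was called in PBS animals. Syt4 alone was called in LPS animals, with a log2 fold change of -0.52, and its -0.32 in PBS passed the p threshold (adjusted p 0.0128) but lay just under the fold threshold. It was called in 15 of 28 alternatives, with values down to -0.45. Kcnb2 in LPS (-0.47) was called in 7 of 28, among them without Input LPS 270 (-0.59), and Syt2 in LPS (-0.29) in 5 of 28, among them without Positive LPS 271 (-0.40). The number of calls was the same adjusted over the list alone.

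LPS effects were then compared within each fraction. In the positive fraction 5008 genes were called between LPS and PBS, 2803 raised and 2205 lowered, and 1141 of them changed over 2-fold. In input 1830 genes were called, 1064 raised and 766 lowered, and 600 changed over 2-fold. In the positive fraction 190 genes rose and 40 fell over 5-fold, against 122 and 12 in input. Leaving out 1 library at a time gave from 4436 to 5113 calls in the positive fraction and from 1456 to 1980 in input. Without the animals numbered in the 500s the input gave 1084 calls.

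Of these genes, 1415 were called in both fractions, 1403 of them in the same direction. The positive fraction alone called 3593 and the input alone 415. The difference of the LPS effect was itself called for 1023 genes, 806 with a higher and 217 with a lower log2 fold change in the positive fraction, and 927 of the 1023 had the larger absolute change there. Among the 3593 genes called in the positive fraction alone, it was called for 756. With the animal as a replicate block 1918 genes were called for the difference, and without the animals numbered in the 500s 322 were called.

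Of the 5423 genes called for LPS in either fraction, 4500 had a larger absolute log2 fold change in the positive fraction, and the slope of input on positive fold changes through the origin was 0.586. In single LPS animals against the PBS means, the share of such genes was 75.1% ± 4.43 and the slope 0.582 ± 0.032 (SD, n = 4). The share depended on how the genes were chosen. It was 89.9% among the genes called in the positive fraction and 52.0% among those called in input, for which the slope was 0.753.

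**Figure D3:**
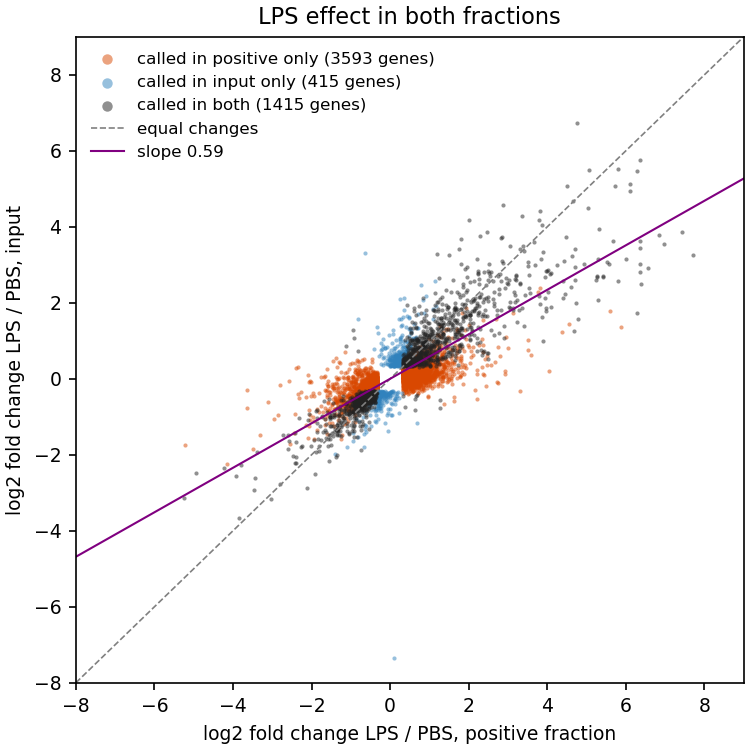
log2 fold change of LPS against PBS in the positive fraction (x axis) and in input (y axis), with 1 point per gene called in either fraction. The dashed line marks equal changes and the solid line the slope of 0.586 through the origin; 1415 genes were called in both fractions.

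The genes most raised by LPS in the positive fraction were Irg1, Marco, Ccl5, Gpr18 and Il1r2. Irg1 (chromosome 14, 103047012 to 103056573) rose from 9.09 ± 6.19 normalised counts in Positive PBS (SD, n = 4) to 1874 ± 1036 in Positive LPS (n = 5), a log2 fold change of 7.70 (SE 0.69, adjusted p 1.24e-07). Marco (chromosome 1, 120474538 to 120505084) rose from 204 ± 77.1 to a mean of 34588 normalised counts, and its 5 LPS libraries spread from 3038 to 64772. The log2 fold changes of Ccl5, Gpr18 and Il1r2 were 6.98, 6.85 and 6.57. Slc2a5 (chromosome 4, 150119344 to 150144168) fell from 2869 ± 429 to 92.7 ± 49.0, a log2 fold change of -4.93 (SE 0.33, adjusted p 2.80e-09). Upk1b, Il7r, Cd209f and Gpr34 fell with log2 fold changes of -3.64, -3.63, -3.49 and -3.47. Cd209f belongs to a family of similar genes, between which the fractional counting could split reads, so its value is uncertain.

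In input the most raised genes were Mmp3, Csf3, Cxcl1, Lcn2 and Cxcl10, with log2 fold changes of 6.74, 5.75, 5.51, 5.48 and 5.13. Lcn2 (chromosome 2, 32384637 to 32387739) rose from 179 ± 38.8 normalised counts in Input PBS (SD, n = 4) to 7997 ± 1737 in Input LPS (n = 4), with an SE of 0.32 and an adjusted p of 3.74e-09. Mmp3 moved from 6.32 to 8.71 when single libraries were left out, since Input PBS held 2.86 ± 4.54 counts of it. Cxcl1 moved from 5.09 (without Input PBS 273) to 6.69 (without Input PBS 272), with between 0 and 16.5 counts in the Input PBS libraries, so the order of these genes depends on single libraries. Gpr34, Gpr17, Pllp and Ppp1r3g were among the genes that fell most, with log2 fold changes of -2.91, -2.21, -2.16 and -2.04. Gpr34 fell from 201 ± 39.2 to 26.6 ± 7.69 in input, and it was called lower in both fractions.

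The LPS response panel addressed genes of the Toll-like receptor pathway. In the positive fraction 5 of its 6 genes were called, and in input 5 of 6, also adjusted over the list alone. Tlr2 (chromosome 3, 83836272 to 83841608) rose from 533 ± 67.4 normalised counts in Positive PBS (SD, n = 4) to 8614 ± 1514 in Positive LPS (n = 5), and from 73.2 ± 23.1 to 536 ± 142 in input (n = 4 and 4). Its log2 fold changes were 4.01 (SE 0.21, adjusted p 2.38e-10) and 2.87 (SE 0.23, adjusted p 1.58e-07). In the positive fraction the log2 fold changes of Tnf, Il1b, Il1a and Myd88 were 4.70, 4.03, 2.29 and 1.47, and in input they were 2.95, 2.28, 1.31 and 0.87. The Input PBS libraries held between 3.65 and 8.25 normalised counts of Tnf, 3.80 and 10.3 of Il1b, and 12.8 and 16.2 of Il1a. The input changes of these genes, and their differences between fractions, therefore rest on low counts. With the replicate block in limma the change of Il1a in input was no longer past the threshold (log2 fold change 1.40). The same held without the animals numbered in the 500s (1.27). Ly96 was not called in either fraction, with a log2 fold change of 0.39 (SE 0.23, adjusted p 0.186) in the positive fraction and -0.13 (SE 0.28, adjusted p 0.809) in input, where its counts were low (27.8 ± 6.77 in Input PBS) and leaving out the library of animal 270 or 273 turned the sign. The difference between fractions was called for Tlr2 alone over all genes (1.14, SE 0.29, adjusted p 0.0230), and for 5 of 6 adjusted over the list alone. Without the Input PBS library of animal 268 or 272 the difference of Tlr2 was 1.07 or 1.01 and no longer past the threshold, and the same held without the animals numbered in the 500s (1.15) and with the deposited log2 values (1.13). The differences of Myd88, Il1b and Tnf had adjusted p-values of 0.0524, 0.0610 and 0.0634 and passed the threshold with the replicate block and with DESeq2.

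**Figure D4:**
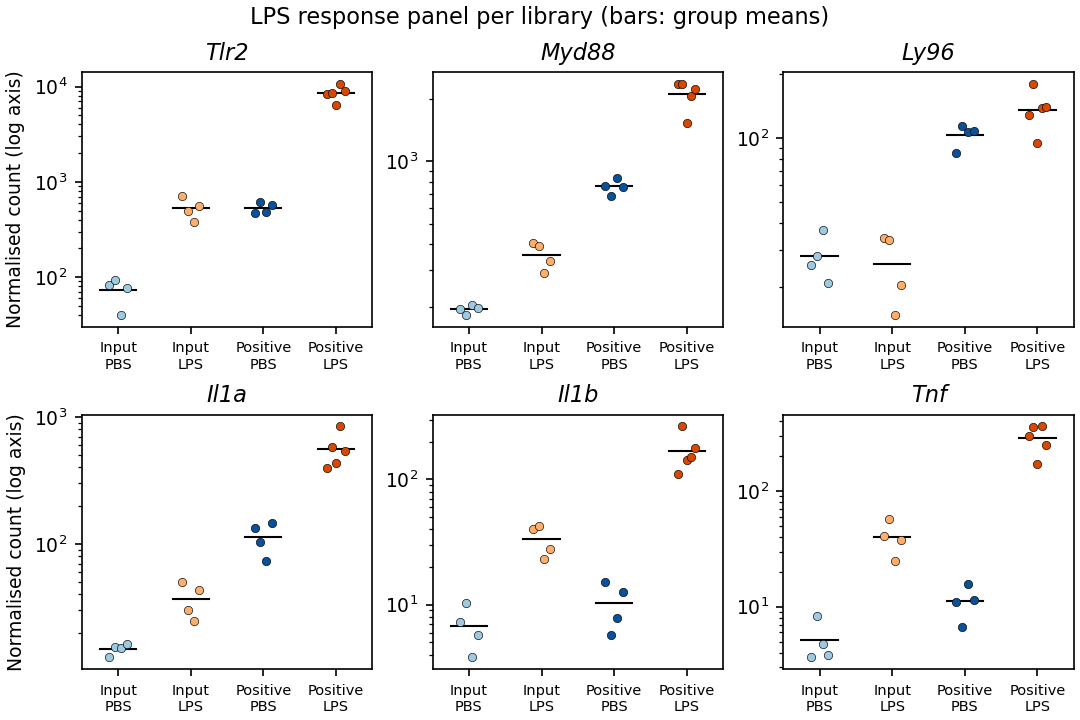
Normalised counts of the 6 genes of the LPS response panel (log axis), with 1 point per library and a bar at the mean of each group (n = 4, 4, 4 and 5). The Positive LPS libraries lie above the Positive PBS libraries for Tlr2, Myd88, Il1a, Il1b and Tnf, whereas the groups overlap for Ly96.

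Gene lists were compared across 30 tests of the LPS effect, of which camera called 22, fry 24 and both 21. The NF-kB and TLR target list rose in both fractions, with medians of 2.55 in the positive fraction and 1.69 in input, and the interferon-stimulated list rose by 1.61 and 1.79. The input median of the NF-kB and TLR list was the same with 1 gene at the limit of detection set to its bound. The homeostatic microglia list fell, with medians of -1.34 and -0.67, and 22 and 12 of its 26 genes were called. The reactive astrocyte list rose by 2.16 and 2.09 and the neutrophil list by 2.28 and 1.84. In the positive fraction the neutrophil list was no longer past the threshold with the replicate block in limma (2.40) or with all 18 libraries (1.96). The ribosomal protein list rose by 0.67 in the positive fraction, where all 44 genes were called as raised, and had a median of 0.04 in input, where 0 were called, and camera called that list without Input PBS 272 (0.12). The endothelial list had a median of -0.47 in the positive fraction and 0.24 in input, the latter not past the threshold (adjusted p 0.846 with camera and 0.981 with fry). The monocyte and macrophage list had medians of -0.16 and 0.28, past the threshold in neither fraction (adjusted p 0.846 with camera and 0.967 with fry in the positive fraction, and 0.149 and 0.0811 in input, where camera called it without Input LPS 270, at 0.34).

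Of the cell type lists, the astrocyte list fell by 0.30 on the log2 scale in the positive fraction and by 0.19 in input, the oligodendrocyte list fell by 0.29 and by 0.36, and the neuron list fell by 0.32 and by 0.09. For the neuron list in input camera gave an adjusted p of 0.00983 and fry of 0.127. The microglia list had medians of 0.22 in the positive fraction and 0.26 in input. In the positive fraction its adjusted p was 0.0833 with camera and 0.0453 with fry, so the call depended on the test, and camera called it in 4 of the 17 fits that left out 1 library. The microglia panel had medians of 0.37 and 0.79, the LPS response panel of 3.15 and 1.80, and the astrocyte panel of -0.18 and -0.05. Camera and fry differed for the microglia panel in the positive fraction (adjusted p 0.0943 and 0.0172) and for the astrocyte panel in input (0.0833 and 0.0156).

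**Figure D5:**
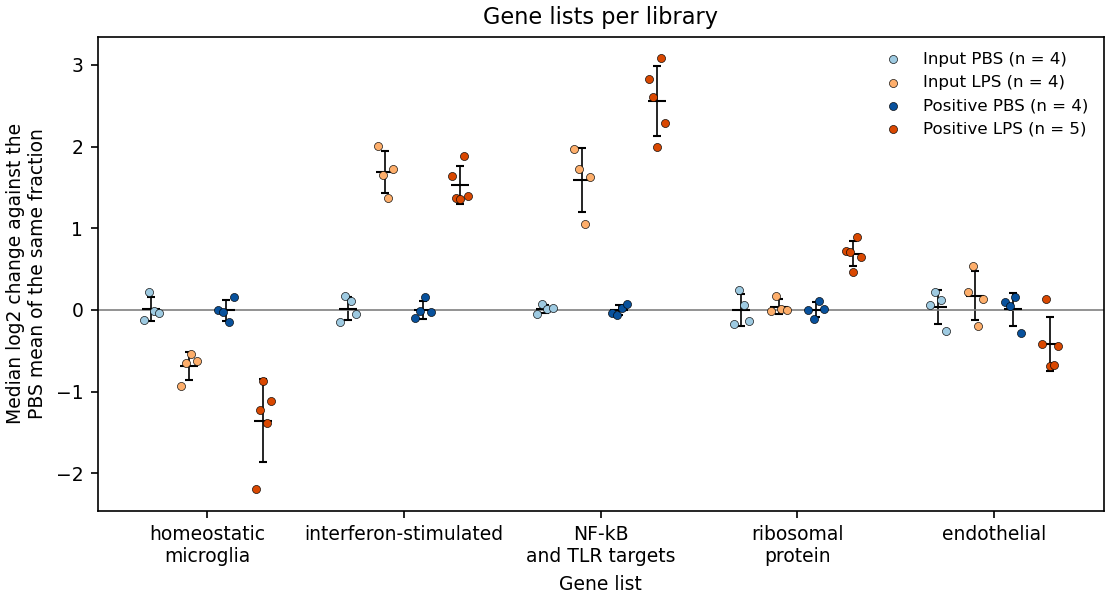
Median log2 change of 5 gene lists in each library against the mean of the PBS libraries of the same fraction, with 1 point per library and black bars for the mean and SD. The ribosomal protein list is raised only in Positive LPS (0.69 ± 0.153, n = 5), and the homeostatic microglia list is lower in both LPS groups.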

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

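The tests on sex, on splits of the samples, on dilution by rank correlation, on the share of microglial RNA behind the homeostatic genes, and on the genes lowered by LPS as a whole were written before the data were examined. All other tests of explanations in this part were chosen only after the result was seen.

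The LPS effect differed between fractions, by the interaction test in edgeR, for 11 named genes. All but Tlr2 were named as the 5 most raised and 5 most lowered called genes of this same test, so their number is not evidence. Of the 6 genes of the LPS response panel, which were named beforehand, 1 was called (Tlr2). Irg1, Trem1, Il1r2, Marco and Ccl5 had log2 fold changes higher in the positive fraction by 4.44, 3.90, 3.65, 3.55 and 3.43, and Tlr2 by 1.14. Upk1b, Lyve1, Hpgd, Slc2a5 and Myom1 had differences of -2.88, -2.67, -2.64, -2.45 and -1.98. Marco had an adjusted p of 0.0322 that rose above 0.05 in 9 of the 17 fits that left out 1 library, with limma, with the deposited log2 values and without the animals numbered in the 500s. Tlr2 lost its call without Input PBS 268 (1.07) or Input PBS 272 (1.01), without the animals numbered in the 500s (1.15) and with the deposited log2 values (1.13), and Il1r2 without Input PBS 272 (3.40) and without the animals numbered in the 500s (4.06). Without those animals Irg1 (4.09) and Upk1b (-2.59) lost theirs too. Without Input LPS 266 the difference of Irg1 was 5.04. The Positive LPS libraries of Marco spread from 3038 (animal 270) to 64772 normalised counts (animal 266). Lists with a difference by camera and fry were the neuron list (-0.24), the homeostatic microglia list (-0.40), the NF-kB and TLR target list (0.87), the endothelial list (-0.73), the ribosomal protein list (0.66) and the LPS response panel (1.06). These were the 6 of 15 tests called by both, while camera called 10 in all. With the replicate block both tests also called the reactive astrocyte list (-0.26), and camera the interferon-stimulated list (-0.17).

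A technical explanation for larger fold changes in the positive fraction is dilution, since input mixes microglial RNA with that of other cells. The expectation set beforehand was that genes more enriched in the positive fraction would fall less short in input. Enrichment was taken from PBS animals that were not used for the fold changes. Spearman's rho across genes was -0.020 (2034 genes) and 0.024 with the animals exchanged (2150 genes), so the rank test decided nothing; genes are not independent replicates. Few of these genes are strongly enriched, and the bands of enrichment were looked at after that. In the band with a log2 enrichment over 3 the median shortfall was 0.12 (112 genes) and 0.21 (116 genes), against 0.44 to 0.56 and 0.45 to 0.58 in the other bands, among which it did not fall steadily. It was smaller in that band than in the other genes in 4 of 4 LPS animals. Dilution stays open as a candidate explanation, and a response of the tagged cells that differs from that of other cells was not excluded either. An unequal sex ratio was also tested: with sex as a covariate 4909 genes were called in the positive fraction and 1795 in input, within 1.5 times of 5008 and 1830.

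Other splits of the libraries were counted for each of the 5 contrasts. Of 100 splits of the 9 positive libraries, 1 gave as many genes as the real split, which was the real split itself. The same held for 1 of 35 splits in input, 1 of 35 for enrichment in PBS, 1 of 100 for enrichment in LPS and 1 of 100 for the difference between fractions. The highest counts of the other splits were 3465, 0, 14, 5820 and 63. The split with 3465 set 4 PBS libraries and 1 LPS library against the other LPS libraries, and that with 5820 set 4 inputs and 1 positive library against the other positive libraries, so both were near mirrors of the real split. Because the animals pair the libraries, the enrichment splits that part as many pairs as the real one were also compared. They numbered 8 in PBS and 10 in LPS with the real one included, and the others gave 0 calls.

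Genes lowered by LPS in the positive fraction could reflect less RNA carried over from other cells. The expectation set beforehand was that the astrocyte, neuron and oligodendrocyte lists would fall alike and that most lowered genes would be depleted in the positive fraction. The lists did fall alike in the positive fraction (-0.30, -0.32 and -0.29), as less carry-over needs. Relative to input they did not, with differences of -0.12 for the astrocyte, -0.24 for the neuron and 0.09 for the oligodendrocyte list, since the oligodendrocyte list fell by more in input (-0.36). Of the 2205 lowered genes, 426 (19.3%) were depleted in the positive fraction of PBS animals and 530 (24.0%) were enriched, so most were neither. Both measures use the Positive PBS libraries, which biases that comparison, and less carry-over cannot be told apart from expression in the cells for the lowered genes as a whole. For the homeostatic microglia list it is argued against, since less carry-over would raise microglial genes and the median was -1.34. A lower share of microglial RNA should lower the microglia list and raise the other 3, and neither happened. The microglia list had a median of 0.22, but its genes went both ways (quartiles -0.50 and 0.85), so this median decides nothing. The fall of the other 3 goes against a lower share, although the oligodendrocyte list did not fall relative to input. For the fall of the astrocyte, oligodendrocyte and neuron lists, less carry-over and expression in the cells cannot be told apart either. The neuron list moved from the oligodendrocyte list by -0.31 between PBS and LPS animals (exact permutation test over 70 splits of 8 animals, two-sided p 0.0857).

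Ribosomal protein genes rose with LPS in the positive fraction by a median of 0.67. Their short transcripts (median 1140 bases) could make length bias a cause, but the median lay at the 100 percentile of 10000 lists matched on length and mean count, whose median was 0.106. Scaling was tested too, and the lower of the medians under TMM and the deposited scaling was 0.68. Reads shared with pseudogenes would act in input as well, where the median was 0.036. These values argue against length bias, scaling and shared reads, each as the whole cause. A higher share of microglial RNA would raise the microglia list, whose median was 0.22, but its genes went both ways (quartiles -0.50 and 0.85). The astrocyte, oligodendrocyte and neuron lists fell in the same fraction (-0.30, -0.29 and -0.32), which a higher share would also give. The microglia list median cannot decide on a higher share for this reason, and that explanation stays open. A change in translation or in the RNA of the tagged cells under LPS stays open as a hypothesis; whether the rise reflects ribosome loading was not tested, since TRAP gives no separate total RNA of the same cells.

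Endothelial genes were enriched in the positive fraction of PBS animals, and less so with LPS. General carry-over is argued against, as the endothelial list exceeded the highest of the neuron, astrocyte and oligodendrocyte lists by at least 1.02 on the log2 scale in each of the 4 PBS animals. Of the 20 genes 17 were called as enriched, including Flt1 (747 ± 160 normalised counts in Input PBS and 2061 ± 390 in Positive PBS; SD, n = 4 and 4), and all 20 had a negative difference of the LPS effect. The most abundant of them in input, Slco1c1, had a log2 enrichment of 0.43, and Ocln and Eng had the lowest and highest, 0.28 and 2.28. None of the 20 is on the microglia list, and all 20 were present in Input PBS, with means from 82.3 (Sox17) to 976 (Slco1c1) normalised counts. These counts restate the enrichment and do not test where it comes from, so RNA of endothelial cells and expression of these genes in the tagged microglia cannot be told apart. Whether vessel cells carry the tag or stick to the beads was not tested.

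A single library lay apart from the rest of its group in 14 of 282 groups of values tested, and chance gives 14.1. The values were Il7r at 14.4 in Input LPS 507, Cxcl1 at 741 and Ppp1r3g at 116 in Positive LPS 267, Cxcl10 at 1791 in Positive LPS 271, Trem1 at 48.4, Itgam at 946 and Aif1 at 69.8 in Input LPS 270, Itgam at 11087 in Positive PBS 273 and Syt4 at 6056 in Input LPS 507, in normalised counts. Among lists, the endothelial list over input was 1.43 in PBS animal 273 and 0.86 in LPS animal 267. In Input LPS 270 the microglia list was at 0.11 and the monocyte and macrophage list at 0.033, and in Input LPS 267 the ribosomal protein list was at 0.17. Animal 270 had 5 of the 14, all in its input library. No explanation was tested for these values. Their total is that of chance, which says nothing about 5 of them in 1 library. The NF-kB and TLR target list was also lowest of its group in both libraries of animal 270. It was 1.05 in Input LPS 270 and 1.99 in Positive LPS 270, though Trem1 lay above the other Input LPS libraries. Whether animal 270 differed as a whole was not tested.

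The input library of animal 271, which was left out of the comparisons, held 1250 counts. Of these 65 (5.2%; 95% Wilson interval 4.10 to 6.57) fell on the microglia list. A shallow sample of input RNA is argued against, since the other Input LPS libraries had between 0.616% and 0.706%. An equal mixture of the other 17 libraries would give 2.49%, below the interval. Reads of positive libraries remain as a candidate source: those had between 3.79% and 4.54% on the microglia list, and on the oligodendrocyte list the library had 1.20% (0.729 to 1.97) against 1.18% to 1.55%. Whether such reads came from misassigned sample indices or from the positive sample of the same animal was not tested.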

How the results depend on the processing

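The 5 counts of called genes stayed within 1.5 times under DESeq2, limma with a trend, TMM scaling, both filters, sex as a covariate, only the libraries compared (not separate for the difference between fractions, whose contrast uses all 17), all 18 libraries, the deposited log2 values and no fold threshold. Of these, all 18 libraries and the deposited log2 values were chosen after seeing the data. A pseudocount alternative was not run, since counts were given. Exceptions are as follows. A fold change over 2 gave 1141 genes in the positive fraction, 600 in input, 1857 and 2284 for enrichment in PBS and LPS, and 284 for the difference, which follows from the threshold. Without the animals numbered in the 500s, input gave 1084 and the difference 322; fewer libraries were fitted. The replicate block gave 1918 for the difference, of which 1008 were among the 1023. With the block in edgeR, Myd88, Il1b and Tnf gained a call for the difference. Kcnb2 and Syt4 in PBS and Kcnb2 and Syt2 in LPS gained one for enrichment. For LPS effects the block was fitted in limma, so these changes cannot be credited to the block alone. There Il1a in input and the neutrophil list in the positive fraction lost their calls, and the microglia list gained one. For other lists the block gained calls with camera for the endothelial list and the astrocyte panel in enrichment in LPS. With camera it also gained one for the interferon-stimulated list in the difference. With fry it gained calls for the neutrophil list in enrichment in PBS and LPS and for the reactive astrocyte list in the difference. It changed no other call of the named genes or of the lists tested with it (with camera alone for LPS effects and for the microglia, astrocyte, oligodendrocyte and neuron lists in enrichment).

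Leaving out each of the 17 libraries gave from 4436 to 5113 genes for LPS in the positive fraction, from 1456 to 1980 in input, from 5285 to 6059 and from 7468 to 8155 for enrichment in PBS and LPS, and from 752 to 1263 for the difference. The share of genes with a larger change in the positive fraction ran from 80.2% to 85.4% and the slope from 0.564 to 0.598. The share was 89.9% among genes called in the positive fraction and 52.0% among those called in input, with a slope of 0.753, because the choice of genes favours the fraction in which they are called.

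The deposited scaling, as well as all 18 libraries, rests on 575 genes and shifted the median of all genes by -0.128 (log2) for enrichment in PBS and by -0.103 in LPS, against 0.049 and 0.025 for LPS in the positive fraction and input. The percentage of calls that were higher moved by over 10 points for enrichment in PBS, from 51.8% to 37.5% with all 18 libraries, and to 2283 higher and 3884 lower with the deposited values. In LPS it turned from 4005 higher and 3903 lower to 3409 and 4495 with all 18 libraries and 3364 and 4823 with the deposited values. LPS raised 3111 and lowered 1738 genes in the positive fraction with the deposited values, and 1132 and 558 in input. The neuron list in PBS reversed with them, to -0.079 and -0.082; leaving out single libraries gave from -0.017 to 0.091. In LPS the neuron list ran from -0.225 to -0.136 and lost its call without Positive LPS 266. Aldh1l1 in PBS reversed to -0.060 with all 18 libraries and -0.070 with the deposited values, and from -0.0093 to 0.124 when single libraries were left out. The enrichment of Eno2 in LPS, 0.00 in the report's setting, was -0.032 with the filter over 100, -0.0084 with the block, -0.032 with all 18 libraries and -0.100 with the deposited values, and from -0.053 to 0.063 across libraries left out.

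Other reversals were of values near 0. The monocyte and macrophage list in the positive fraction ran from -0.282 to 0.016, the ribosomal protein list in input from -0.024 to 0.121 (-0.0021 without the animals numbered in the 500s), the astrocyte panel in input from -0.096 to 0.018 (0.020 without those animals) and Ly96 in input from -0.298 to 0.062. The cause of these was not tested. The first component held 67.3% with the 500 most variable genes, 42.7% with genes scaled to unit variance and 92.7% with all 18 libraries, and the second 22.8% with 500 genes and 4.37% with 18 libraries, where the shallow library took the first. Counted over each result and each alternative that left out no single library, calls of named genes were gained 30 times and lost 13 times, and those of lists were gained 4 times and lost 3 times, with the same gene or list counted under several alternatives.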

Other observations

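Every test in this part was chosen after the result was seen, except that on 5 neutrophil transcripts, which was written before the data were examined. Ppp1r9a, the most abundant gene of Positive LPS 266, was chosen after its values were seen, and the correlates of 3 genes (Ppp1r9a, Malat1 and Rn45s) were looked at.

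Ppp1r9a varied 41.1-fold over the 6 female positive libraries, from 3098 (Positive LPS 270) to 127378 normalised counts (Positive LPS 266), with 42182 in Positive LPS 507 and 18484 in Positive PBS 268. It varied 1.41-fold over the 5 female input libraries, which lay between 5012 and 7086 and above the 3 male ones (3272 to 3564), and lay between 2527 and 3264 in the 3 male positive libraries. Limch1, Mprip, Dbn1, Actn2 and Myh10 were high in the same libraries, for example Limch1 at 43816 in Positive LPS 266 against 1339 in Positive LPS 270. Of the 25 closest correlates looked at over the 9 positive libraries, Ppp1r9a included, 18 are on a list of actin-binding and myosin genes by family that was written after they were seen, and 139 tested members that had not been seen were used. Their median correlation with Ppp1r9a was 0.208, against -0.170 in lists matched on length and mean count, at the 100 percentile of 10000 lists, which argues against transcript length as the cause. The signal lies in part of the list: 32 of the 139 genes had a correlation over 0.7, against 10.7% of all genes. As the list follows from families of genes already seen, it is not independent of them.

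Sex alone is argued against as the whole cause, since 2 of the female positive libraries were within 1.5 times of the highest male one. Nuclear RNA in some positive fractions is a candidate explanation. Malat1, Neat1, Meg3 and Snhg11 lay at the 99.98 percentile of matched lists, but the first 3 had already been seen to follow Ppp1r9a, so this test decides nothing. A second set without those genes was added after the first outcome was seen, and its 7 tested genes (Kcnq1ot1, Miat, Rian, Tug1, Pvt1, Airn, Mirg) lay at the 99.99 percentile with a median correlation of 0.797. In that set 4 genes followed Ppp1r9a, and Tug1, Pvt1 and Airn did not (0.114, -0.552 and -0.158). Rian and Mirg lie in the same imprinted region as Meg3, so they add little that is separate. Higher RNA in the whole tissue of the same animals is argued against for the 25 genes, which were chosen on positive libraries. Their median log2 deviation from the group mean was 2.32, 1.08 and 0.93 in Positive LPS 266, Positive LPS 507 and Positive PBS 268, against 0.15, 0.062 and 0.28 in the input libraries of these animals. In Input LPS 266 Ppp1r9a was at 7086. A rise in the tagged cells alone should add to input by the rise divided by the enrichment of the microglia panel. That gives a median of 0.36 in Input LPS 266 over the other female inputs, whose SD was 0.18, and 0.0091 was observed. In animals 507 and 268 the expected rise (0.11 and 0.043) was within the SD of 0.19 and 0.16, so only 1 library goes against a rise in the tagged cells and it stays open. For the 139 genes the median deviation was 0.044 in Input LPS 266 and 0.060 in Positive LPS 266, too small to decide. Whether actin filaments held back ribosomes during purification also cannot be told apart, as no measure of carry-over on the beads exists for the 139 genes.

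Neutrophil RNA might add to the LPS response of input. The expectation set beforehand was that 5 abundant neutrophil transcripts would all rise, and 2 of 5 (S100a8 and Ngp) had each Input LPS library above each Input PBS library. S100a9 rose by 1.88 on the log2 scale in edgeR (adjusted p 0.00916) with overlapping groups, and Camp and Ltf did not rise (6.61 ± 4.13 and 20.7 ± 15.7 normalised counts in Input LPS; SD, n = 4). By that expectation the outcome goes against neutrophils, but Camp and Ltf were too low to exclude them, and the question stays open. For S100a8 in the positive fraction, carried-over neutrophil RNA is argued against. The ratio of S100a8 to S100a9 was higher there than in input in 4 of 4 LPS animals (4.89 ± 1.44 against 0.767 ± 0.082; SD, n = 4).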
